# Identification and Characterization of miRNA Transcriptome in Potato by High-Throughput Sequencing

**DOI:** 10.1371/journal.pone.0057233

**Published:** 2013-02-21

**Authors:** Runxuan Zhang, David Marshall, Glenn J. Bryan, Csaba Hornyik

## Abstract

Micro RNAs (miRNAs) represent a class of short, non-coding, endogenous RNAs which play important roles in post-transcriptional regulation of gene expression. While the diverse functions of miRNAs in model plants have been well studied, the impact of miRNAs in crop plant biology is poorly understood. Here we used high-throughput sequencing and bioinformatics analysis to analyze miRNAs in the tuber bearing crop potato (*Solanum tuberosum*). Small RNAs were analysed from leaf and stolon tissues. 28 conserved miRNA families were found and potato-specific miRNAs were identified and validated by RNA gel blot hybridization. The size, origin and predicted targets of conserved and potato specific miRNAs are described. The large number of miRNAs and complex population of small RNAs in potato suggest important roles for these non-coding RNAs in diverse physiological and metabolic pathways.

## Introduction

The recent discovery of small RNAs and their widespread roles in post-transcriptional gene regulation has changed our basic understanding of how genes are regulated during development and in different biological processes. These RNAs represent an additional layer in regulation of gene expression. The pathways and key enzyme components are well described and are highly conserved in plants and animals [1]. Micro RNAs (miRNAs) comprise one class of the diverse small RNA families. miRNAs are short (21–24nt) in length, single stranded, non-coding RNAs produced from an RNA Polymerase II transcript (pri-miRNA) with a strong secondary structure (stem-loop) [2], [3]. In plants Dicer-like 1 (DCL1) protein (RNase III endoribonuclease) cleaves this secondary structure and produces a hairpin RNA molecule (pre-miRNA) for further cleavage by DCL1 resulting in a double stranded intermediate RNA. One strand of this RNA is incorporated into the effector complex (RISC - RNA Induced Silencing Complex), this is the mature miRNA (guide strand); the other strand is known as the ‘star’ sequence or passenger strand (miRNA*) and is usually degraded but sometimes also functions as a miRNA. The core component of RISC is one of the Argonaute proteins which forms a complex with the miRNA; which guides the effector complex to the target RNA directing RNA degradation or translational inhibition [4].

Increasing evidence shows that miRNAs play important roles in developmental processes and gene regulation upon biotic and abiotic stresses [5], [6], [7], [8]. miRNAs were investigated in detail in model plants [9], [10], [11] but with the development of ‘second generation’ sequencing techniques it has become feasible to carry out small RNA studies in crop species. Many important crops have been studied and both species-specific and conserved miRNAs have been discovered in, for example, rice, tomato, cucumber, grapevine, oilseed rape and maize allowing detailed biological studies on gene regulation [12], [13], [14], [15], [16], [17], [18]. The availability of genomic sequence supports genome-wide small RNA studies providing a global view of small RNA function in different species.

Potato is an important global food crop which is cultivated for its underground storage stems (tubers), rich in starch and nutrients and is unique among the major crops in tuber formation. The importance of potato globally is shown by the ∼330 million tons production in 2010 (http://www.fao.org). Moreover, potato is being grown more extensively in developing countries with rapidly growing populations, such as those in South East Asia, so it is playing an increasing role in addressing food security issues. It is extremely important to understand the as yet poorly known molecular events in tuber development, which ultimately impact on the breeding of cultivars with improved tuber characteristics (yield, size distribution, shape etc.). There is a great deal of current interest and research in the molecular signals which promote tuberization in potato [19], [20]. The availability of the potato genome sequence allows the possibility for genome-wide studies [21]. Some potato miRNAs were described in previous studies, but these were mainly predicted using previously available sequence data [22], [23], [24], [25]. Other studies, using large scale analysis focused only on finding conserved miRNAs in potato [26]. Few miRNAs were studied in depth as having a role in tuberization or regulation of defence genes in potato [27], [28].Taking advantage of the recently published potato genome we have used Illumina sequencing technology and existing and newly developed bioinformatics tools to identify miRNAs from potato and predict their targets. We characterized small RNAs from leaf and stolon tissues in potato; confirmed 28 conserved miRNA families and found 120 potato-specific miRNA families. Potato-specific miRNAs were validated and target RNAs were predicted for the majority of predicted miRNAs.

## Results

### Analysis of potato small RNAs

*Solanum tuberosum* group *Andigena* (clone ADG573) was used for small RNA library preparation and next generation sequencing. This clone was developed at The James Hutton Institute from the Commonwealth Potato Collection (CPC, http://germinate.scri.ac.uk/germinate_cpc/app/index.pl). ADG573 has the feature of being able to tuberize under short days (SD) but not under long days (LD), which is typical of germplasm originating from the Andes in South America. From 12 libraries of leaf and stolon materials using LD and SD conditions with three biological replicates (see Material and Methods) about 60 million raw reads were obtained and further analysed. Firstly reads were quality filtered, adaptors were removed and ribosomal RNAs (rRNAs), transfer RNAs (tRNAs), small nuclear RNAs (snRNAs) and small nucleolar RNAs (snoRNAs) were filtered out from the database (Fig. 1, Table 1, for details see Material and Methods).

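The 12 libraries came from clone ADG573, an Andigena potato that forms tubers under SD. There were 3 biological replicates of leaf under LD (16 h of light per day), 3 of leaf under SD (8 h of light per day), 3 of stolon under SD and 3 of swollen stolon under SD. The paper gives 8 days after the shift to the cabinets for leaf and 12 and 16 days for stolon, and its text does not say which of these days belongs to which stolon group. The labels of the libraries give 8 days for every group. The authors pooled the reads of all libraries before the prediction of miRNAs. Their deposited list holds 324 predicted miRNA loci on 197 superscaffolds of the DM potato genome. Each locus has a position, a mature sequence, a precursor sequence and the number of reads in all libraries that were identical to the mature sequence. The authors' trimming, removal of other RNA classes, perfect alignment to the genome and miRDeep-P prediction are already contained in the list, whereas the removal of sequences with fewer than 5 reads is not. Read numbers of single libraries were not used here, so the depth of each library is unknown, no value has an error between replicates, and no test between tissues or day lengths was made. Counted once per distinct mature sequence, the list holds 954147 reads, or 5.04% of the 18940842 reads that the paper gives after all read filters (95% Wilson interval 5.03 to 5.05%). A read number of 5 has a 95% Poisson interval of 1.62 to 11.7 reads, and a read number of 10 has 4.80 to 18.4 reads. These intervals cover counting error only, since amplified reads without molecular identifiers are not independent molecules. From the list, every precursor was folded again with RNAfold at 37 °C, the star sequence was read from the fold with a 2 nt 3′ overhang, and the mature sequences were clustered at an identity of 0.9 with a shared word of 7 nt. Homologue names were taken from the paper's Table S1, of which 252 of the paper's 259 loci were used here, and from Table S2. All 252 loci were found in the deposited list with the same sequence and read number. Values are given over the whole list and, beside them, over the loci with at least 5 reads, a set that was added after the data had been seen.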

**Figure 1:**
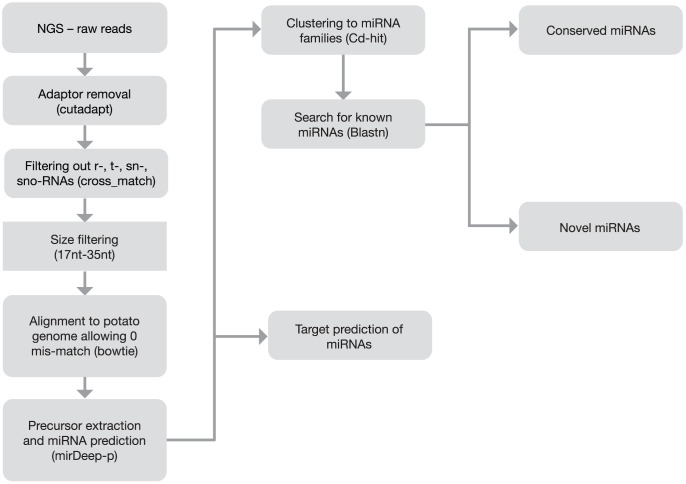
Flowchart for the prediction of miRNAs and their target RNAs in potato.

**Table 1:** Summary of reads and unique sequences in small RNA libraries.

	# reads	# unique sequences
Raw reads	59,829,936	
Adaptor removed	59,413,448	8,475,945
r-, t-, sn-, sno-RNA removed	35,991,259	7,192,667
17nt-35nt filtering	18,940,842	6,143,665

In order to characterize potato small RNAs, the size distribution of reads was analysed and these data are summarized in Figure 2A. The majority of reads are in the range of 21–24 nt in length, with 24 nt being the most abundant group of small RNAs. Read number and unique read number are the highest in this group but for the size of 21 nt which is characteristic for canonical miRNAs we found a high ratio for reads/unique reads reflecting the abundance of these regulatory RNAs in plants. The dominance of the 24 nt read length is consistent with previous reports from other species such as *Arabidopsis thaliana*, *Medicago truncatula*, *Oryza sativa*, tomato, cucumber, maize and *Populus trichocarpa* [13], [15], [18], [29], [30], [31], [32]. 24nt long small RNAs exhibited high sequence diversity consistent with the origin of this size class (mainly repeat associated siRNAs)[33], but we found the highest diversity for the 23nt small RNAs compared to total read number (Fig. 2A). A similar small RNA read distribution was found in different tissues when reads from leaf and stolon derived libraries were compared (Fig. 2B). Small RNA reads are more evenly distributed between 17–35nt in leaf tissues. However, stolon samples showed sharper peaks at the size of 21, 23 and 24 nts.

**Figure 2:**
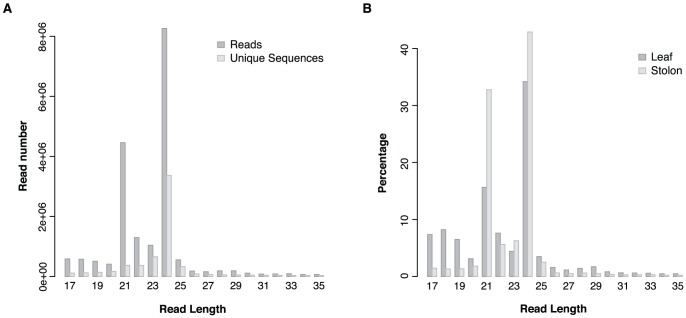
Size distribution of small RNA sequences. (A) Reads and unique sequence distribution in all the small RNA libraries. 24 and 21nt length reads are the most abundant reads among the small RNAs. (B) Size distribution of reads originating from leaf (dark grey) and stolon (light grey) tissues expressed as a percentage of total reads. 24 and 21nt length reads are dominant in both of the tissues; in stolon tissues there are more reads for 21, 23 and 24nt length.

The sequenced ‘DM’ genome assembly was used to align the reads to the reference sequence and no mismatches were allowed in the analysis using Bowtie software [34]. Reads were visualized by Tablet software on the potato super-scaffolds to better understand the distribution of small RNAs in their genomic context [21], [35].

### Identification of conserved and non-conserved miRNAs in potato

In order to identify conserved and potato specific miRNAs in the database we analysed the data obtained from high-throughput small RNA sequencing. We applied miRDeep-P and predicted miRNAs candidates [36]. First, 250 nt windows around of the aligned reads were excised from the genome and the secondary structures of the potential precursors were predicted using RNAfold [37]. Predicted miRNAs were retrieved using mirDeep-P and redundant predicted miRNAs were removed using an updated set of criteria for plant miRNAs [38]: 1) the miRNA and miRNA* are derived from opposite stem-arms and they form a duplex with two nucleotide 3′ overhang; 2) base-pairing between the miRNA and miRNA* has no more than 4 mismatches; 3) there is no more than one asymmetric bulge within the miRNA and miRNA* duplex and the bulge is no more than 2 nucleotides in size. 

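In the fold of the deposited precursors, 266 of the 324 loci (82.1%, 95% Wilson interval 77.6 to 85.9%) met all 3 criteria when G:U pairs were accepted. Among the loci with at least 5 reads this was the case for 211 of 259 (81.5%). Of the first criterion only the opposite arms were tested, since the star sequence was cut to leave the 2 nt overhang. More than 1 asymmetric bulge was found at 34 loci, more than 4 mismatches at 24 loci, and a bulge of over 2 nt at 7 loci, where a single locus could miss several criteria. At 1 locus the mature sequence paired with itself and no star sequence could be read from the fold. At a locus of PotatoMir1006031670 on superscaffold PGSC0003DMB000000417, chosen after its values were seen, the mature sequence paired without an asymmetric bulge with bases inside the precursor and not with its other end, so that the star sequence cut there was 121 nt long. Without this locus 265 loci (81.8%) met the criteria. The largest shift came from counting G:U pairs as mismatches, which lowered the share to 53.7%. The star sequences read from the fold were identical to those of the paper's Table S1 at 248 of 252 loci. With the fold at 20 °C this was the case at 251 of 252 loci. The minimum free energy of each precursor was also compared with 100 shuffles of its own bases. It lay more than 2 standard deviations below the shuffles at 305 of 324 loci (94.1%, 95% Wilson interval 91.0 to 96.2%), at 154 of 159 loci with 24 nt miRNAs and at 99 of 100 loci with 21 nt miRNAs. For 22 nt miRNAs the number was 17 of 25, and 7 loci of a single 22 nt sequence were among the 19 loci that did not pass. All 324 loci had been selected by the authors from their folds, so these shares are no independent test of the hairpins.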

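The deposited list had not been filtered by read number. Of its 324 loci, 27 had 1 read, 16 had 2 reads, 10 had 3 reads and 12 had 4 reads. These 65 loci carried 51 distinct mature sequences, and 40 of the loci were 24 nt in length. For 7 of the 51 sequences loci overlapped each other on opposite strands. Without the 65 loci there remained 259 loci with 171 distinct mature and 241 distinct precursor sequences, compared with 222 distinct mature and 304 distinct precursor sequences in the whole list. A minimum of 10 reads left 217 loci and 140 distinct mature sequences. In the whole list 178 mature sequences were placed at 1 locus and 44 at more than 1 locus.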

All the predicted miRNA sequences with less than 5 reads in all libraries were also removed ending up with 259 predicted plant miRNAs in our database (Table S1). 

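The most abundant sequence was PotatoMir1005257311 (TCGGACCAGGCTTCATTCCCC, 21 nt, named miR166 in Table S1) with 741106 reads, which was 77.7% of the reads of the list (95% Wilson interval 77.6 to 77.8%). It was placed at 3 loci, on superscaffolds PGSC0003DMB000000010 (precursor from 3902790 to 3902896), PGSC0003DMB000000147 (464575 to 464657) and PGSC0003DMB000000665 (48075 to 48151). The second most abundant sequence, PotatoMir1005257691 (TCGGACCAGGCTTCATTCCTC, also miR166), differed from it at 1 base and had 66492 reads (6.97%). The third was PotatoMir1005931793 (TTGGACTGAAGGGAGCTCCCT, miR319) with 29010 reads (3.04%). At the other end, 18 distinct sequences of the whole list had 1 read. The first of them in alphabetical order was PotatoMir1000755818 (AAGCTGAACGAAAAGAGAAGA) on superscaffold PGSC0003DMB000000528, with a precursor from 119438 to 119522. A read number of 1 has a 95% Poisson interval of 0.0253 to 5.57 reads. The median was 17.5 reads over all distinct sequences and 35 reads over those with at least 5 reads, where the lowest read number was 5. Reads of star sequences were taken from the paper's Table S1. In the 252 loci used here, the paper reports at least 1 star read for 168 (66.7%), for 73 of 90 loci with 21 nt miRNAs and for 58 of 112 loci with 24 nt miRNAs.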

The read number of predicted miRNAs shows high diversity, ranging between 8–741,106 and we found reads that fall in the star sequence regions in the dataset for 66% of predicted miRNAs (Table S1). Mapping of reads to the potato genome annotation suggests that 84% of the pre-miRNAs locate in intergenic regions (Fig. 3), suggesting that a high proportion of miRNAs are encoded by non-annotated genes or noncoding RNAs. The majority of pre-miRNAs which are encoded in genic regions locate in introns and only 12 out of 41 are in exon sequences. Six miRNA precursors locate both in intron and exon sequences.

**Figure 3:**
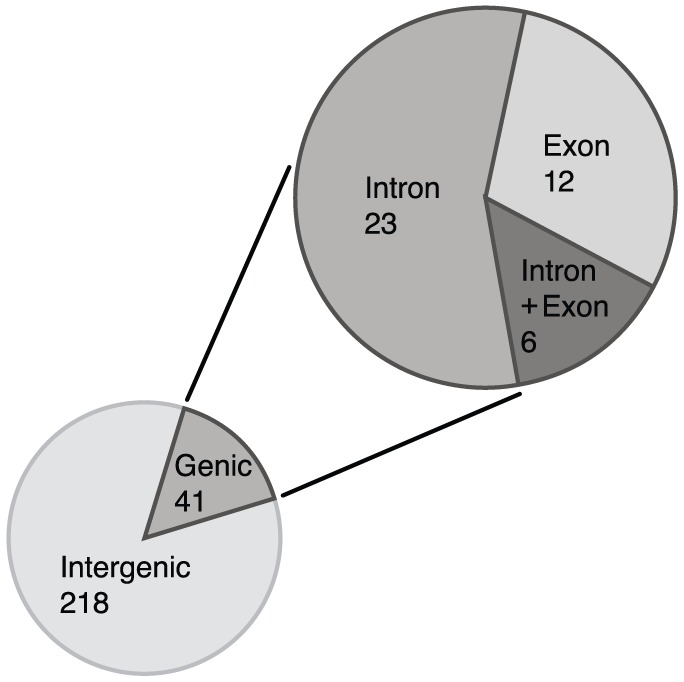
Origin of miRNA precursors. The majority of miRNA precursors are transcribed from intergenic regions. miRNA precursors originating from coding regions locates mainly in introns.

To identify the potential miRNA families, we have used Cd-hit to cluster the predicted potato miRNA candidates [39]. Altogether, 159 miRNA families have been identified. 

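Clustering the 222 mature sequences of the whole list gave 206 families. The 171 sequences with at least 5 reads fell into 158 families. The clustering was a greedy procedure after Cd-hit, in which each sequence, the longest first, joined the first family whose longest member it matched. An identity of 0.85 gave 196 families and an identity of 0.95 gave 214 families for the whole list, and joining sequences with at most 3 mismatches or overhanging bases gave 202.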

Using Blastn we identified 39 potato miRNA families which were conserved in other plant species allowing only three mismatches or gaps including overhanging nucleotides at the 5′ or 3′ end between the predicted potato and the known miRNAs. The clusters with homologues that fall into the same family were merged giving a final number of 28 conserved miRNA families in potato discovered in this study (Fig. 4, Table S2.). This analysis shows that similar numbers of miRNA family members were found in potato for the conserved miRNA families compared to other species. 

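Of the clusters of the whole list, 39 held a sequence with a homologue name in the paper's tables, and the same number was found with at least 5 reads. The names joined them into 28 families, whose named sequences had 89 loci. The largest was miR395 with 12 loci of 1 mature sequence, followed by miR156 with 11 loci of 3 sequences, miR169 with 8 loci of 1 sequence, miR399 with 7 loci of 2 sequences and miR171 with 6 loci of 5 sequences. For 12 of the families 1 locus was found. The miR395 cluster of the whole list also held PotatoMir1003902286 at 1 locus and PotatoMir1005868687 at 2 loci. Both are under 5 reads, have no homologue name and are not counted in these numbers. The sequences of miR171 fell into 5 clusters and those of miR482 into 4 clusters, whereas the 3 sequences of miR172 formed 1 cluster.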

The smallest read number (72) was found for miR827 but miR319, miR396, and miR166 show high abundance (>11,000 each, data not shown). 

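Reads were summed over the distinct mature sequences of each family that have a homologue name. The 28 families had 927734 reads, or 97.2% of the reads of the list (95% Wilson interval 97.20 to 97.26%). Summed over loci, which counts a sequence once for each place in the genome, the number rose to 2476462. miR166 had 807598 reads from 2 sequences, miR319 had 29198 reads from 2 sequences, and miR396 had 16205 reads from PotatoMir1005779550 on superscaffold PGSC0003DMB000000272 (precursor from 516360 to 516464). Read numbers above 11000 were also found for miR482 with 39704 and miR162 with 19366. miR827 had 72 reads from PotatoMir1005683537 (TTAGATGAACATCAACAAACA) on superscaffold PGSC0003DMB000000034 (precursor from 454122 to 454208). In the deposited list 6 families had fewer reads than miR827. These were miR399 with 44, miR5303 with 26, miR530 with 18, miR395 with 15, miR3627 with 13 and miR6149 with 7 reads. Summed over loci, 4 families had fewer reads than miR827, since miR399 rose to 224 and miR395 to 180.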

Our analysis indicated 120 miRNA families which are not conserved among species using our filtering criteria. 

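In the whole list 167 clusters held no sequence with a homologue name, and 119 did so among the loci with at least 5 reads. Sequences under 5 reads are not in the paper's tables. Clusters of such sequences alone therefore lack a name by construction, and they were not searched for homologues in other species here. The sequences without a homologue name had 26413 reads, which was 2.77% of the reads of the list (95% Wilson interval 2.74 to 2.80%). The number of clusters without a name was 163 at an identity of 0.85, 172 at an identity of 0.95 and 166 with at most 3 mismatches or overhanging bases.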

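Of the 167 families without a homologue name in the whole list, 133 had 1 locus (79.6%, 95% Wilson interval 72.90 to 85.05%). Another 22 had 2 loci, 5 had 3 loci and the rest had between 4 and 8 loci. With at least 5 reads, 96 of 119 families had 1 locus (80.7%). The largest family consisted of PotatoMir1004453921 (GGGCTACTCTCTATTGGCATG, 22 reads) at 8 loci. On superscaffold PGSC0003DMB000000154 there were 7 of these, interleaved with 6 loci of the miR399 sequence PotatoMir1003753189 (CGCCAAAGGAGAGCTGCCCTG, 36 reads) between positions 1312545 and 1373279, and the last was on superscaffold PGSC0003DMB000000437 from 24638 to 24704. PotatoMir1004453921 was identical to the star sequence read from the fold at 5 of the 7 miR399 loci.

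**Figure D1:**
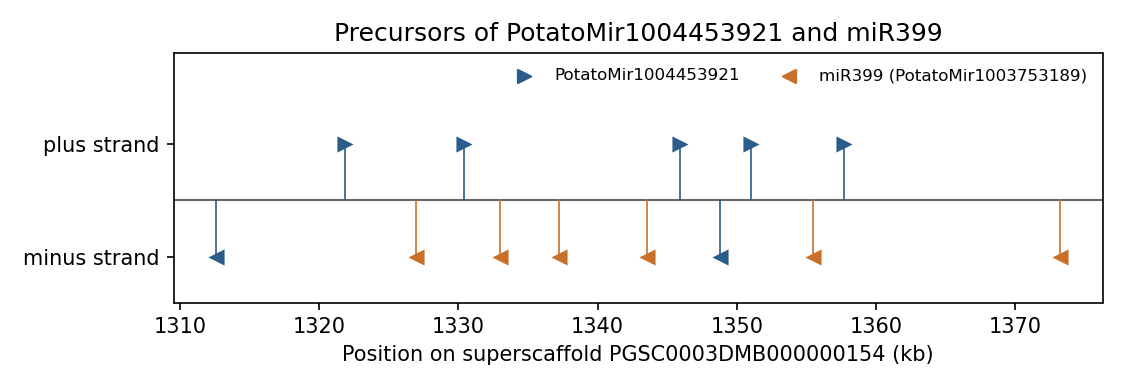
Precursors of PotatoMir1004453921 (blue) and of the miR399 sequence PotatoMir1003753189 (orange) along the superscaffold. The horizontal axis is the position in kb, and triangles above and below the line are loci on the plus and the minus strand. The 7 loci of PotatoMir1004453921 lie on both strands and are interspersed with the 6 miR399 loci, which are all on the minus strand.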

The majority (80%) have only one member and the largest family has 8 members (Fig. S1, Table S2).

**Figure 4:**
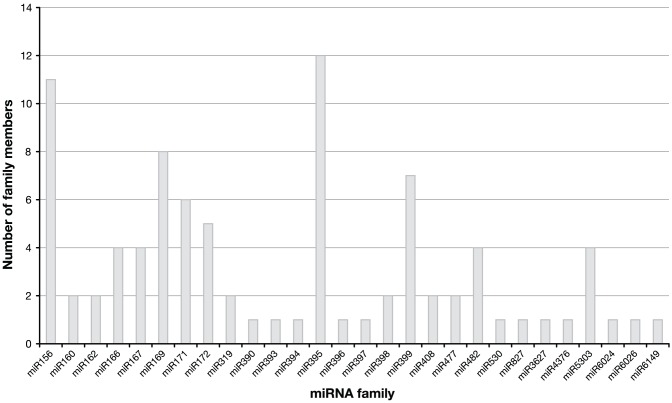
Distribution of conserved miRNA family members in potato. Graphical representation of the different members of conserved miRNA families found in potato by sequencing and bioinformatics prediction.

We have analysed the size distribution of predicted unique miRNAs and their star sequences (Fig. 5). 

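Over the 324 loci, 159 mature sequences were 24 nt (49.1%), 100 were 21 nt (30.9%), 25 were 22 nt, 23 were 20 nt and 10 were 23 nt in length. Among the loci with at least 5 reads, 119 were 24 nt, 90 were 21 nt, 22 were 22 nt, 20 were 20 nt and 3 were 23 nt in length. Counting each distinct mature sequence once gave 121 sequences of 24 nt and 59 of 21 nt, and counting each family once gave 115 and 53. With at least 10 reads the numbers were closer, with 90 loci of 24 nt and 83 of 21 nt. The order was reversed when lengths were weighted by reads, since 21 nt sequences had 93.8% of the reads of the list and 24 nt sequences had 0.632%.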

The 24 nt length category has the highest number of miRNAs and 21 nt long miRNAs are represented in our samples with high frequency as well. According to the size distribution the most abundant star sequence read length categories are 24 and 21 nt similar to the predicted mature miRNAs. However, with 22 and 23 nt length we found more star sequences than miRNAs and in other examined length categories (18–19 and 25–26 nt) the star sequences are also more numerous than miRNAs.

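Star sequences read from the fold were 24 nt at 117 loci and 21 nt at 96 loci of the whole list. Among the loci with at least 5 reads, 84 were 24 nt and 85 were 21 nt, so that the order of these lengths depended on a single locus. Counted once per distinct star sequence of the whole list, there were 101 of 24 nt and 76 of 21 nt. A minimum of 10 reads moved the 24 nt number most, to 61 loci, and left 76 loci with a 21 nt star sequence. Folding at 20 °C gave 118 and 96.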

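At 22 nt there were 41 star and 25 mature sequences over all loci, and at 23 nt there were 25 star and 10 mature sequences. With at least 5 reads the numbers were 37 and 22 at 22 nt, and 16 and 3 at 23 nt. Shorter star sequences were found at 4 loci for 18 nt and 8 loci for 19 nt, against 2 mature sequences at each of these lengths. The 25 nt and 26 nt classes held 11 and 5 star sequences and no mature sequence. At 101 of the 324 loci the star and the mature sequence differed in length, with a longer star sequence at 47 loci, among them the locus with 121 nt whose mature sequence paired inside the precursor, and a shorter star sequence at 54 loci.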

**Figure 5:**
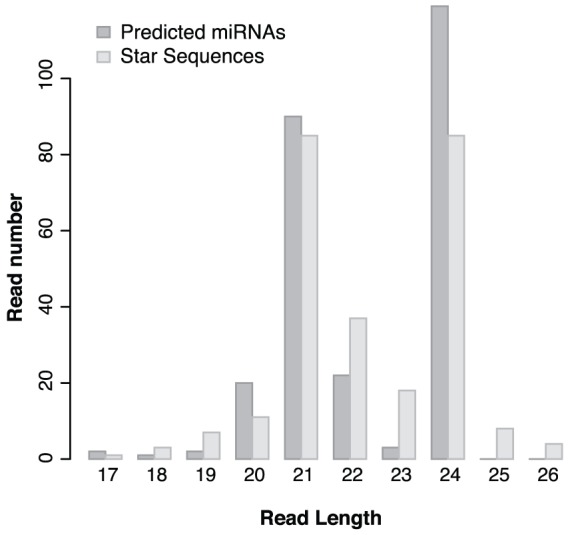
Reads length analysis of the predicted unique miRNA and star (miRNA*) sequences. Graph shows that most miRNAs and star sequences have 24 and 21 nt length. Star sequences show different distribution compared to miRNAs; there are less star sequences with 17, 20, 21 and 24 nt length but more in other length categories.

### Validation of potato specific miRNAs

In order to validate the effectiveness of our bioinformatics pipeline we chose three predicted miRNAs with no matches in other species (PotatoMir1005047020, PotatoMir1005564753, PotatoMir1005907528). These miRNAs have relatively high read numbers in our database (4997, 3830 and 3771 respectively) and each originates from one locus in the genome. 

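In the deposited list these were the 3 sequences with the most reads among those without a homologue name. PotatoMir1005047020 (TATGTCTTTCCGATGCCTCCCA, 22 nt) had 4997 reads, with a 95% Poisson interval of 4859 to 5138. Its precursor lies on the minus strand of superscaffold PGSC0003DMB000000213 from 141239 to 141330. PotatoMir1005564753 (TGTCGCAGATGACTTTCGCCC, 21 nt) had 3830 reads (3710 to 3953) and a precursor on the minus strand of PGSC0003DMB000000597 from 101944 to 102039. PotatoMir1005907528 (TTGCAACACACCTGAATCGTC, 21 nt) had 3771 reads (3652 to 3893) and a precursor on the minus strand of PGSC0003DMB000000152 from 10807 to 10873. Each was listed at 1 locus. The gene annotation at these positions was not used here. PotatoMir1005047020 shared 13 or 14 bases with each of the 4 miR482 sequences of the list in an alignment without gaps, a mean of 13.25. Over 1000 shuffles of its bases the p of a mean as high for any conserved family was 0.00999 (permutation test). The highest mean in a shuffle was 15. Only this sequence was tested, after the resemblance had been noticed, so a relation to miR482 cannot be told apart from chance similarity. The oligonucleotides that the paper lists for detection were complementary to the deposited mature sequences over their full length of 22, 21 and 21 nt.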

Figure 6A shows the predicted secondary structure of pre-miRNAs with the minimum free energy ranging from −27.00 to −35.80 dG. 

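With RNAfold at 37 °C, the deposited precursor of PotatoMir1005907528 (67 nt) had a minimum free energy of -26.50 kcal/mol, that of PotatoMir1005047020 (92 nt) had -30.70 kcal/mol and that of PotatoMir1005564753 (96 nt) had -35.80 kcal/mol. All 3 were more stable than 100 shuffles of the same bases, with z-scores of -8.32, -6.73 and -5.97. They had been selected by the authors from their folds, so the z-scores are no independent test. At 20 °C the energies were lower, at -36.92, -43.88 and -50.13 kcal/mol.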

All of the examined pre-miRNAs could be folded into a hairpin structure with extensive base pairing in the stem. The length of miRNA and star sequence is different in the cases of two miRNAs which is indicated by the bulge in the stem region.

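The star sequence read from the fold of PotatoMir1005047020 was GGAGGAATCGAAAGATATAAG with 21 nt, against 22 nt for the mature sequence, and the duplex had 2 unpaired mature bases and 1 asymmetric bulge of 1 nt. For PotatoMir1005907528 the star sequence was TGATTCAGGTTTGTATGCAAAC with 22 nt, against 21 nt, and the duplex had 1 unpaired mature base and 1 asymmetric bulge of 1 nt. For PotatoMir1005564753 both strands were 21 nt, the star sequence was ACGAGAGTCATCTGTGACAGG, and the duplex had 1 unpaired mature base and no asymmetric bulge.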

**Figure 6:**
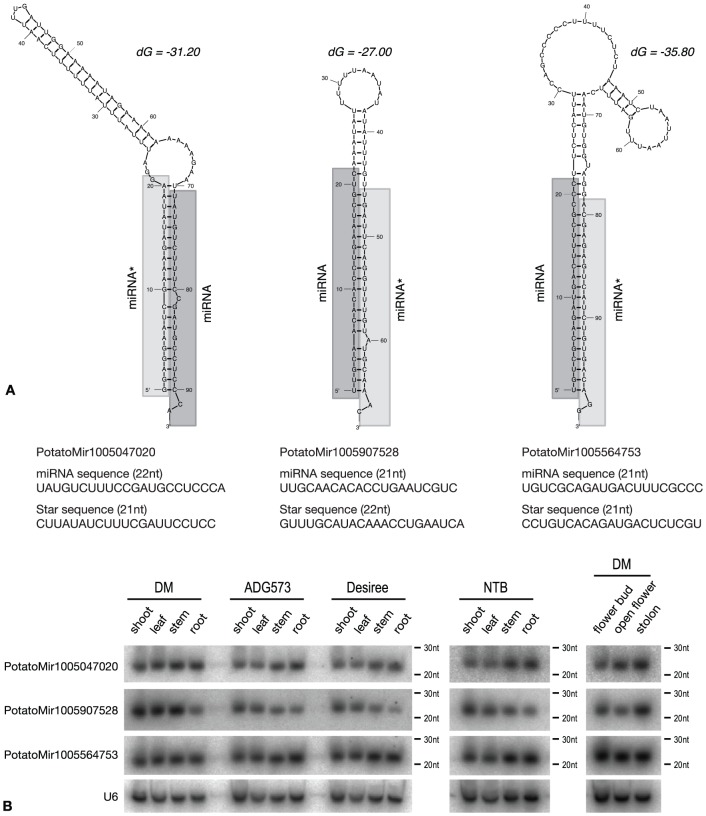
Bioinformatics prediction and RNA gel blot detection of potato specific miRNAs. (A) Secondary structure of predicted pre-miRNAs (Mfold) showing the length and sequence details below the diagrams. miRNA sequences are highlighted with dark grey, star sequences with light grey colours. (B) RNA gel blot hybridization of radioactively labelled probes against novel potato specific miRNAs in different species and tissues.

To validate the presence of these miRNAs in plant tissues RNA gel blot hybridization was performed. All the examined miRNAs are highly expressed in the examined tissues (shoot, leaf, stem, root, flower bud, open flower and stolon)(Fig. 6B). We have used not only *S. tuberosum* group *Andigena* plants but also DM (doubled monoploid) which was used for the potato genome sequencing project [21], Désirée a commonly used cultivar and NTB369 (*S. tuberosum* group *Andigena* ‘Neotuberosum’ clone selected for long day tuberization). PotatoMir1005047020 showed similar expression pattern in different tissues in all the plants but PotatoMir1005907528 had lower levels in roots and higher in stolons. PotatoMir1005564753 had strong expression in every tissue in the different plants. These analyses strongly suggest that the examined miRNAs exist in plants and have high expression levels in several potato tissues.

### Target prediction for conserved and potato specific miRNA

With the aim to better understand the biological role of conserved and potato specific miRNAs we searched for putative target genes by using a plant small RNA target analysis tool: psRNATarget [40] with the transcript sequences of the potato genome as a reference set. Table S3 shows the predicted transcripts for each miRNA and other information originating from the prediction: unpaired energy, aligned miRNA and transcript sequence, annotated gene function and the inhibition type: cleavage or translational inhibition. 

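The transcripts themselves were not searched again here. The stricter prediction of the paper's Table S3 (1856 rows) was joined to the deposited list by the identifier of each sequence. Of the 171 distinct mature sequences with at least 5 reads, 157 were joined to at least 1 transcript (91.8%, 95% Wilson interval 86.7 to 95.1%), and they stand for 241 of the 259 loci (93.1%, 95% Wilson interval 89.3 to 95.6%). All 47 sequences with a homologue name had a transcript, as did 110 of the 124 potato specific sequences (88.7%).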

Target transcripts were predicted for 241 out of 259 miRNAs (93.1%). Only 18 miRNAs have no targets according to our analysis, but this may be due to use of a relatively stringent cut-off for the predictions to reduce number of false positive hits. 

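In the stricter prediction of Table S3, 141 of the 171 distinct mature sequences of the deposited list with at least 5 reads (82.5%, 95% Wilson interval 76.1 to 87.4%) were joined to more than 1 transcript and 16 to 1 transcript. Counted over loci this was 215 of 259 (83.0%). The median was 5 transcripts per sequence with a target. The largest number, 25 transcripts, belonged to PotatoMir1001772509, a miR172 sequence of 19 nt with 6 reads.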

For the majority of miRNAs more than one transcript was identified as a possible target. When more relaxed filtering conditions were applied for target prediction we found more potential targets for the miRNAs (Table S3).

To prove the power of our prediction we searched among the predicted targets of miR172 for the known target *RAP1* (*Relative to APETALA2 1*) [27]. 

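The miR172 family of the deposited list had 3 mature sequences at 5 loci. PotatoMir1004398855 (GGAATCTTGATGATGCTGCAG) had 67 reads at 1 locus, PotatoMir1001772511 (AGAATCTTGATGATGCTGCAT) had 60 reads at 3 loci, and PotatoMir1001772509 (AGAATCTTGATGATGCTGC) had 6 reads at 1 locus. Each sequence was paired again with the site that Table S3 gives on transcript PGSC0003DMT400071732, which ends at position 1474 and starts at position 1454, 1455 or 1456 depending on the miRNA. With 1 for a mismatch and 0.5 for a G:U pair over the first 17 nt, all 3 had a score of 1.5 from 1 mismatch and 1 G:U pair, and the score was the same over the first 20 nt. The paper's unpaired energy for these sites is 11.742.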

Transcript PGSC0003DMT400071732 (corresponds to *RAP1*) was found for all the miR172 family members as a predicted target with low expectation score and unpaired energy suggesting it to be a highly likely target. Additionally, the NL25 protein disease resistance gene transcript (PGSC0003DMT400006234) is targeted by miR482b which is present in our prediction [28]. 

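The matching sequence in the deposited list was PotatoMir1005658171 (TTACCGATTCCCCCCATTCCAA, 22 nt) with 16170 reads, whose precursor lies on the minus strand of superscaffold PGSC0003DMB000000227 from 538039 to 538120. Paired with the site that Table S3 gives on PGSC0003DMT400006234 from position 808, it had no mismatch and 1 G:U pair, a score of 0.5. The paper's unpaired energy for this site is 22.455.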

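For PotatoMir1005907528 the stricter sheet of Table S3 lists 11 transcripts, of which 3 are annotated by the paper as Galactose oxidase, 2 as F-box proteins, 1 as a gene of unknown function, 4 as a conserved gene of unknown function and 1 as a protein kinase. When the deposited sequence was paired again with these sites, the F-box sites had 1 mismatch over the first 17 nt, a score of 1. The paper gives an expectation score of 1.5 for these F-box sites. The other 9 sites had 2 mismatches and a score of 2. Over the first 20 nt, a further G:U pair raised some scores to 2.5. These were the sites annotated as Galactose oxidase, conserved gene of unknown function and protein kinase. The site in the gene of unknown function is listed with 19 nt, without the base where the Galactose oxidase sites had their G:U pair. Its score of 2 is therefore not lower than theirs over the same bases.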

Further analysing the validated potato specific miRNAs we found targets for two of them: our prediction shows that PotatoMir1005907528 may target mRNAs encoding Galactose oxidase and F-box domain containing proteins and one transcript originating from a gene with unknown function. PotatoMir1005564753 may target transcripts mainly originating from genes with unknown function and Aldehyde dehydrogenase or Exostosin transcripts (Table S4) suggesting a role for these miRNAs in different biochemical pathways. 

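The deposited sequence of PotatoMir1005564753 was paired again with the 10 sites of the stricter sheet of Table S3. The paper annotates 6 of the transcripts as a conserved gene of unknown function, 1 as a gene of unknown function, 2 as Exostosin and 1 as Aldehyde dehydrogenase. Of the 6, 2 transcripts had a site of 19 nt without a mismatch or G:U pair, and 4 had 2 mismatches over the first 17 nt and a score of 3 over the first 20 nt. The Aldehyde dehydrogenase site, from position 1 to 17 of the transcript, had 3 G:U pairs and a score of 1.5. Both Exostosin sites had 1 mismatch and 2 G:U pairs, a score of 2. No transcript is listed there for PotatoMir1005047020. From the annotated targets, the paper proposes that these miRNAs act in different biochemical pathways.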

The miRNA-target transcript dataset which we have generated contains the majority of predicted miRNAs with possible targets in potato and gives a unique possibility to find miRNA-target interaction in essential biological processes (Table S3).

## Discussion

miRNAs play key roles in most biological processes in animals and plants [41], [42]. Many of the new and evolutionary conserved miRNAs were detected in different species especially using the high-throughput sequencing technologies but most of the species-specific miRNAs that have low expression levels, are expressed in different tissues or have spatio-temporal expression remain, as yet, unidentified [1]. By taking advantage of the recently sequenced potato genome the aim of this study was to predict miRNAs and their targets in this important crop. We have used a high-throughput approach to identify the small RNA transcriptome of potato and identify miRNAs using these data. For target prediction the newly annotated potato genome transcript data was used [21] enabling a view of the high number of transcripts which might be targeted by miRNAs.

The small RNA analysis of potato showed that the 24 nt length class dominates in the dataset in total number and unique sequences strongly suggesting that small RNA directed heterochromatin silencing plays an important role in this crop similar to other species [13], [29]. The high read number of the 21 nt length class with low number of unique reads suggests an important role for this size class where many miRNAs could be found. The search for miRNAs in potato revealed 259 distinct miRNAs. The majority appear to mature from transcripts of intergenic regions or from non-annotated genes of the potato genome which is in line with a previous finding that most plant miRNAs are intergenic [42]. Our analysis shows that the majority of pre-miRNAs originating from coding sequences are encoded in introns. We have used relatively strict rules to cluster the predicted miRNAs into families and identify conserved miRNAs among them (maximum of 3 mismatches and gaps were allowed including overhanging nucleotides at the 5′ or 3′end) [38]. This might be one reason why only 28 conserved families and a relatively high number of potato specific miRNA families have been identified. A second important reason could be that the current study was limited to only leaf and stolon tissues so many other miRNAs which show different spatio-temporal expression in potato might be undetected.

Most predicted miRNAs are of 21 and 24 nt in length. 21 nt miRNAs have the canonical size for small RNAs derived from DCL1 processing but a little variation in size might originate from the inaccuracy of DCL1 processing [9] which we could see clearly in the reads aligned to the genome. The importance of DCL3 and other DCLs in processing of miRNAs of potato could be reflected in the high abundance of 24 nt length miRNAs because DCL3 can generate longer miRNAs (23–25 nt) than usual [43]. This longer size class might represent a group of miRNAs which originate from recently evolved MIR genes. In contrast, the star sequences show lower abundance at 21 and 24 nt but more star sequences were found with 22 and 23nt length than miRNAs (Fig. 5). Also, we found more star sequences in length of 18–19 and 25–26nt. These differences in size and the resulting ‘bulge’ in the hairpin might suggest that a large number of miRNAs has the potential to initiate secondary siRNA generation [44], [45], [46], [47].

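Read numbers and first bases were compared between the length classes, with 1 value per distinct mature sequence. Such sequences are not replicates, and related sequences are not independent. The 121 sequences of 24 nt had a median of 11 reads and the 59 sequences of 21 nt had a median of 67 reads. The difference of the medians of log10 reads was -0.78 (two-sided permutation test with 100000 resamples, p = 1e-05, the smallest value that these resamples can give). Among sequences without a homologue name, 118 of 24 nt and 29 of 21 nt, it was -0.30 and not distinguishable from chance (permutation test, p = 0.1765). These include every sequence of both lengths under 5 reads, whatever its relation to known miRNAs. The set is thus partly defined by read number, so this value cannot tell whether the difference depends on the named sequences. The median of the 18 sequences of 22 nt was 101 reads. A first base of A was found in 81 of the 121 sequences of 24 nt (66.9%, 95% Wilson interval 58.2 to 74.7%) and in 14 of the 59 sequences of 21 nt (23.7%, 14.7 to 36.0%). The difference was larger than sampling error (two-sided Fisher's exact test, p = 4.47e-08), also among sequences without a homologue name (66.1% against 31.0%, p = 0.001251). A first base of U was found in 30 sequences of 24 nt (24.8%) and in 34 of 21 nt (57.6%; Fisher's exact test, p = 2.68e-05), but without the named sequences the difference was no longer past 0.05 (25.4% against 44.8%, p = 0.06637). From the abundance of 24 nt miRNAs the paper proposes a part for DCL3 and other DCLs in their processing.

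**Figure D2:**
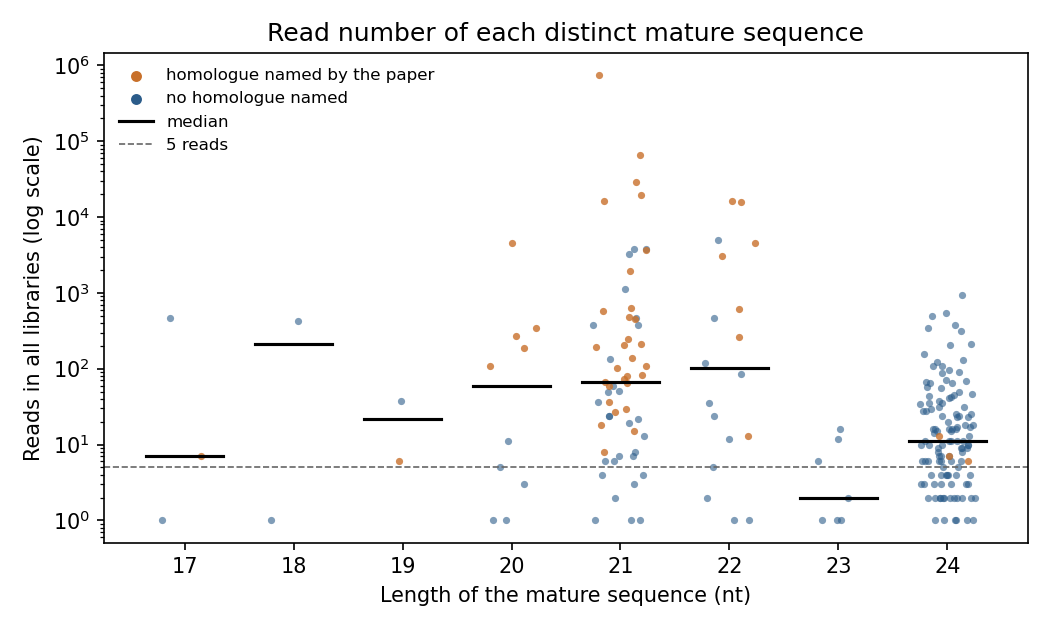
Reads in all libraries (vertical axis, log scale) of each distinct mature sequence by its length in nt (horizontal axis, spread sideways for clarity). Orange points have a homologue named by the paper, blue points have none, black lines are medians and the dashed line is 5 reads. The median is 67 reads at 21 nt and 11 reads at 24 nt.

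**Figure D3:**
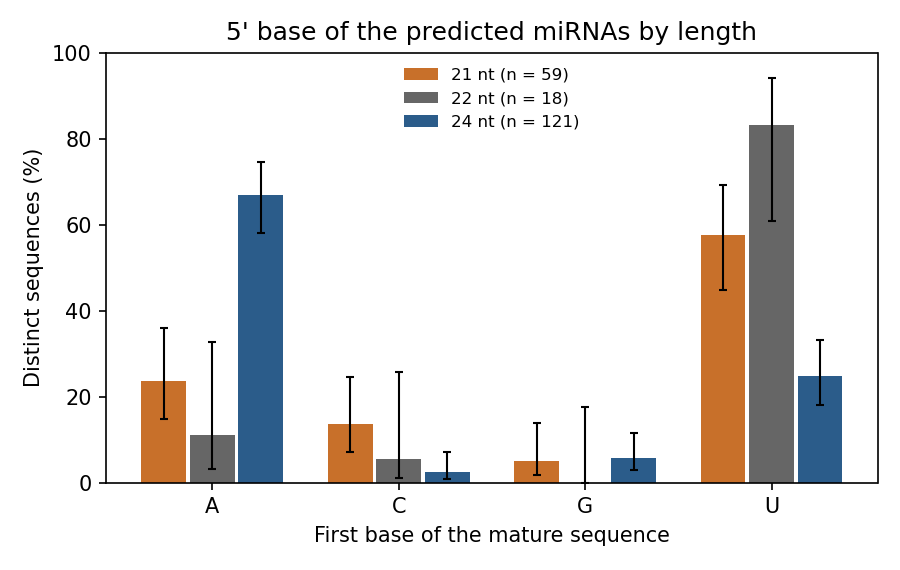
Share of distinct mature sequences with each first base, for lengths of 21 nt (n = 59), 22 nt (n = 18) and 24 nt (n = 121). Bars are percent of sequences and error bars are 95% Wilson intervals. A leads at 24 nt with 66.9% and U leads at 21 nt with 57.6%.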

The prediction of miRNAs in our study, in contrast with previous reports, is based on results from high-throughput small RNA sequencing. Zhang et al. (2009) predicted 21 miRNA families but our study predicted 14 additional conserved miRNA families in potato. For 6 families we have predicted more members in the same family but our high-throughput study could not confirm the prediction for 9 of the reported miRNA families. Similarly, twelve miRNA families were found in common with another study [24]. We predict 16 additional conserved miRNA families, however, our analysis does not support the prediction of 36 more miRNA families by these authors. In comparison with the study of Kim et al. (2010), we found six common families, as well as an additional twenty-two in our study, although we could not confirm their prediction for 14 miRNA families. Xie et al. (2010) confirmed the expression of 12 different conserved miRNAs by qRT-PCR and we have found 11 of these by high-throughput sequencing. Our analysis predicts 10 more conserved miRNA families in potato (and more members for the identified families). The prediction of 60 miRNA families in the same study is not supported by our prediction based on sequencing results. The authors of published studies have not analysed miRNAs with a length of 24nt, this category being strongly supported by our sequencing data. The difference in number of conserved miRNA families between our and the previous studies could be due to the different methods we used for bioinformatics analysis and the available sequence data. Additionally, different types of samples might have been used and collected at different time points. Similarly, the growing conditions could also strongly influence the presence and abundance of miRNAs. The strength of our prediction is demonstrated compared to previous studies; using the potato genome sequence we predicted more members for the conserved miRNA families and potato specific miRNAs were predicted, which has not been previously shown. We have predicted more target RNAs for the miRNAs giving a better view about the potential role of miRNA directed gene regulation than in previous studies [22], [23], [24], [25].

Potential targets with a wide variety of predicted functions were identified for the miRNAs in potato: transcription factors, genes with a role in defence mechanisms, kinases and ion homeostasis genes. We have predicted the mRNA/gene targets of many potato miRNAs. Some have known functions in flowering and tuberization (miR172) or guiding cleavage of transcripts of immune receptors (miR482) [27], [28], [48]. We have predicted miRNAs for many well described miRNA families from other species (Fig. 4., Table S3). Additionally, potato specific miRNA targets were predicted in this study. Further studies focusing on miRNA directed gene regulation and finding target genes in diverse biological pathways are necessary to elucidate the functional importance of predicted miRNA-target RNA relations.

In summary, we have identified conserved and potato specific miRNAs and their targets for the first time at a genome-wide level. Using high-throughput sequencing technology and taking advantage of the recently published potato genome [21] a pipeline was adopted and developed to analyse small RNA data from potato which could be helpful for other studies in potato or different *Solanaceae* species.

## Materials and Methods

### Plant material

*Solanum tuberosum* group *Andigena* (line ADG573) was used for the experiments. Plants were propagated *in vitro* by single-node cuttings on MS 20 [49]. Plantlets were planted into compost and grown for four weeks in a glasshouse under LD (16 h light/8 h dark) conditions. Plants were transferred into growth cabinets for LD (16 h light/8 h dark) and SD (8 h light/16 dark) at 20 °C with light intensity of 170 µmol m^−2^ sec^−1^. After the shift to cabinets, leaf (8 days at SD and LD) and stolon (12 and 16 days of SD plants) materials were collected 4–6 hours after dawn. For miRNA validation DM (doubled monoploid, *S. tuberosum* group *Phureja* DM1-3 516 R44) [21], ADG573, NTB369 (*Solanum tuberosum* group *Andigena*, Neotuberosum) and Désirée were used. Plants were grown in glasshouse under LD conditions for four weeks after *in vitro* propagation.

### RNA analysis

Total RNA was extracted from leaf and stolon material using Plant/Fungi Total RNA Purification Kit (Norgen, Canada) according to the manufacturer's instructions. An Illumina TruSeq Small RNA sample prep kit (Illumina, USA) was used for the preparation of small RNA libraries according to the manufacturer's instructions starting with 1.5 µg total RNA and Illumina GAIIX sequencer for sequencing.

For RNA gel blot hybridization of miRNAs total RNA (10 µg for leaf and shoot tissues, 5 µg for flower, stem, root and stolon tissues) was separated by 15% polyacrylamide (19:1) gel with 8M urea and 1 × MOPS (20 mM MOPS/NaOH, pH7) buffer. RNA markers (Decade RNA markers, Ambion, USA) were end labelled by ^32^γ-ATP. RNA was blotted onto Hybond-N membrane (Amersham, GE Healthcare, UK) using a Panther™ Semi-dry Electroblotter, HEP-1 (Thermo Scientific Owl Separation Systems, USA) and cross-linked by N-(3-Dimethylaminopropyl)-N′-ethylcarbodiimide hydrochloride (EDC, Sigma-Aldrich, USA) [50]. DNA oligos (20 pmol) were end-labelled by ^32^γ-ATP using T4 polynucleotide kinase (NEB, USA) to visualize miRNAs. For sequences see Table S5. Hybridization was performed in 50% formamide, 5XSSPE (1XSSPE - 0.115M NaCl, 10 mM sodium phosphate, and 1 mM EDTA, pH7.4), 5XDenhardt's solution (1XDenhardt's - 0.02% Ficoll, 0.02% polyvinylpyrrolidone, and 0.02% BSA), and 0.5% SDS with competitor Herring sperm DNA (0.1 mg/ml, Sigma-Aldrich, USA). After overnight incubation at 37 °C, the membrane was washed twice in 2XSSC and 0.1% SDS for 15 min at 37 °C. After hybridization signals were detected by phosphorimager plate visualized by FLA-7000 Fluorescent Image Analyzing System (Fujifilm, USA). Secondary pre-miRNA structure of validated miRNAs were predicted by Mfold and the lowest free energy form is shown in Figure 6A [51].

### Bioinformatics analysis of small RNAs

Quality trimming and adaptor removal of the Illumina reads were carried out using Cutadapt (http://code.google.com/p/cutadapt/). First, low-quality ends were trimmed by applying a quality score threshold of 20. In the applied trimming method, the threshold is subtracted from all quality scores and partial sums from all indices to the end of the sequence are then computed. Sequences are cut at the indices where the sums are minimal. Adaptors were then removed by matching the first (for 3′ adaptors) and last (for 5′ adaptors) 8 nt of the adaptor sequences while allowing 1 nt of mismatch maximum.

Sequences were then searched against ribosomal, transfer RNAs, snRNAs and snoRNAs from Rfam, the Arabidopsis tRNA databases and plant rRNA and tRNA sequences from EMBL using cross_match (http://www.phrap.org/phredphrapconsed.html). The sequences aligned to the above databases with at least 10 matched nts and a minimum alignment score of 10 were excluded from further analysis. Sequences, shorter than 17nt and longer than 35 were also discarded.

#### Identification of candidate miRNAs

The resulting 18,940,842 reads were firstly processed into 6,143,665 non-redundant sequences with read counts associated with each sequence. 3,280,908 unique sequences were successfully aligned to the potato superscaffolds (http://potatogenomics.plantbiology.msu.edu/index.html) on all of the plausible positions using Bowtie with perfect matches (0 mismatches). Then the sequences that were mapped to multiple positions in the genome were filtered based on the maximum size of potato miRNA families. The threshold was set at 30 to recover small RNAs with relatively large family sizes. 4,006,195 flanking regions of the 3,113,450 filtered sequences were retrieved from the genome using a window of 250 bps. Then the secondary structures of the flanking sequences were predicted using RNAfold (http://www.tbi.univie.ac.at/RNA/man/RNAfold.html, [52]). 25,457,070 signatures, which are numbers and relative positions of reads in potenitial miRNA precursors [53], were generated by aligning the sequences to the flanking sequences and then 1102 predicted miRNAs were retrieved using mirDeep-P by applying Score> = 1. The redundant predicted miRNAs were then removed and updated criteria [38] for plant miRNAs were employed to filter the results: 1) the miRNA and miRNA* are derived from opposite stem-arms and they form a duplex with two nucleotide 3′ overhang; 2) base-pairing between the miRNA and miRNA* has no more than 4 mismatches; 3) there is no more than one asymmetric bulge within the miRNA and miRNA* duplex and the bulge is no more than 2 nucleotides in size.Finally, all the predicted miRNA sequences with less than 5 reads were removed, ending up with 259 predicted plant miRNAs. Above analysis was implemented using tools from mirDeep-P, which was developed by modifying miRDeep [53] with a plant-specific scoring system and filtering criteria [36].

#### Identification of miRNAs families in Potato

To identify the potential miRNA families in potato, we have used Cd-hit to cluster the predicted potato miRNA candidates. A word length of 7 and a sequence identity threshold of 0.9 were selected to cluster the predicted miRNA sequences. Altogether, 159 families have been found in the 259 predicted potato miRNA candidates.

#### Conserved miRNAs in Potato

To identify conserved miRNAs in potato, Blastn was used to match the predicted potato miRNA candidates to all the 5940 plant mature miRNAs from mirBase Release 19 [54]. In our analysis, word size was set as 7 for the blastn search. The maximum for the sum of mismatches and gaps were set at 3 to filter the alignment results. When blast search indicated more than one miRNA family hits the one was selected which showed least mismatches. 39 potato miRNA families were conserved in other plant species. The clusters with homologues that fall into the same family were merged and finally 28 conserved miRNA families in potato were confirmed.

#### miRNA target predictions

A plant small RNA target analysis tool psRNATarget [40] was employed to predict the targets of the putative 259 miRNAs in the nucleotide sequences of all transcript sequences from the Potato Genome Consortium (PGSC_DM_v3.4_transcript-update.fasta). psRNATarget predicts small RNA targets by reverse complementary matching between small RNA and target transcripts and evaluating the target site accessibility by calculating unpaired energy required to open secondary structure around the small RNA's target site [40]. It also reports the translational inhibition or cleavage degradation by presence/absence of a mismatch in the central complementary region of the small RNA sequence. To control the false positive rates, a conservative threshold for maximum expectation value was set at 2.0 and hsp size (length for complementary scoring) at 17. Target accessibility was set at 25. 17 bp upstream and 13 bp downstream of the target site were used for target accessibility analysis. The range of central mismatch leading to translation inhibition is between 9 and 11 nt.

We also carried out the same target prediction analysis using psRNATarget allowing less stringent pairing between miRNA and its target transcripts. The maximum expectation score measures the complementarity between small RNA sequences and its target transcripts. Setting the maximum expection score to 3.0 allows more miRNA/target pairs to be identified but possibly with higher false discovery rates. The result for such prediction is shown in Table S3 to cater for studies where discovery of more potential miRNA/target is of interest.

Accession number of short RNA dataset: GEO accession GSE39230.

## Supporting Information

Figure S1 **Distribution of potato specific miRNA families by numbers of members.** Graph legend indicates the number of members in different families. The majority of newly identified potato specific miRNA families have one member.
(EPS) Click here for additional data file.

Table S1 **Predicted known and new miRNAs in potato.** The table shows the predicted miRNAs according to the family number (family #); the super-scaffold location (chromosome id); the direction of chromosome strand where the miRNA maps (strand direction); read and precursor identification number according to the analysis (reads id, precursor id); the homologue of miRNA (miRNA family); read number for miRNAs and star sequences (read #, star read #); the location of miRNA and precursor RNA on the super-scaffold (mature miRNA location, precursor location) and the mature, precursor and star sequences. Total read numbers of each predicted miRNAs are indicated for the different tissues which were analysed. During the analysis DNA equivalent of RNA sequence was used.
(XLSX) Click here for additional data file.

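The deposited list gives a single read number for all libraries, so the values of the tissues are the paper's, each pooled over 3 libraries. In the 252 of 259 loci used here there were 166 distinct mature sequences, for which the deposited list holds 953924 reads. The paper's numbers for these sequences sum to 120582 reads in LD leaf, 196555 in SD leaf, 349169 in SD stolon and 253792 in SD swollen stolon. For 36 of the 166 sequences the paper's 4 numbers sum to less than the deposited read number, by 0.231 to 8.35%, and for none to more. Together the shortfall is 33826 reads, or 3.55%.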

Table S2 **Summary of conserved and potato specific miRNA families.** The table shows the conserved miRNA families according to the family number corresponding to our analysis. The number of family members is indicated with mature miRNA and star sequences. The homologue of miRNA is shown (miRNA family) with the length of miRNA (miRNA length). For potato specific miRNAs the family number, numbers of miRNAs in the same family, mature and star sequences and miRNA length are indicated. During the analysis DNA equivalent of RNA sequence was used.
(XLSX) Click here for additional data file.

Table S3 **Predicted target RNAs of conserved and potato specific miRNAs.** The table contains the miRNAs with the read number in the libraries (miRNA_Acc.), the homologue of miRNA (miRNA family) and the targeted potato transcripts (Target_Acc.) with the predicted gene functions (target gene function annotation). Expectation score (Expectation) and unpaired energy (UPE) with a low number suggest highly likely target for the miRNA. The aligned miRNA and target start and end nucleotide is indicated with the corresponding sequences. The inhibition type (Inhibition) and the number of target sites (multiplicity) are shown. On the second sheet of the table predicted targets could be found using more relaxed prediction criteria. During the analysis DNA equivalent of RNA sequence was used.
(XLSX) Click here for additional data file.

Table S4 **Predicted targets of miR172, miR482 and validated potato specific miRNAs.** Details of miR172, miR482 and the validated miRNAs are shown in the table. The predicted target transcripts are below the miRNA data. For details see Table S1 and S3. During the analysis DNA equivalent of RNA sequence was used.
(XLSX) Click here for additional data file.

Table S5 **Oligonucleotide sequences used in this study.**
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

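Small RNAs were sequenced from 12 libraries of potato clone ADG573, with 3 biological replicates each of LD leaf, SD leaf, SD stolon and SD swollen stolon. The authors trimmed the reads and removed adaptors with Cutadapt, removed ribosomal, transfer, small nuclear and small nucleolar RNAs with cross_match, kept reads in a fixed length range, and aligned the non-redundant sequences to the DM potato superscaffolds with Bowtie without mismatches. They excised windows around the aligned sequences, folded them with RNAfold, predicted miRNAs with miRDeep-P, removed redundant predictions and applied criteria for plant miRNAs. The paper's text does not name the versions of these tools. The deposited list holds the predictions over all libraries together. Its unit is a whole number of reads identical to each mature sequence, a count without normalization that the authors wrote into the identifier of the sequence. No column of the list holds values of single libraries.

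The list was read as deposited, with 324 loci as the main set. The loci with at least 5 reads, the minimum that the study's methods state, were added as a second set after the data had been seen, and the loci with at least 10 reads were an alternative set from the start. Other alternatives changed the counting unit (loci, distinct sequences, families or reads), the fold temperature, the clustering rule, G:U pairs counted as mismatches, and the 5′ bases of target sites that were scored. Read numbers were counted once per distinct mature sequence unless a sum over loci is stated. Homologue names, star reads, read numbers of tissues and predicted targets are the paper's, from Tables S1 to S3. The copy of Table S1 used here holds 252 loci, against 259 in the paper, so no statistical test was made on it. Its tissue shares of PotatoMir1005257311 were compared without such a test. The sheet of Table S3 with the relaxed prediction was not used here.

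Precursors were folded with RNAfold (ViennaRNA 2.7.2) at 37 °C, and at 20 °C as an alternative. The star sequence was the other end of the precursor, cut so that the fold left a 3′ overhang of 2 nt. Where the base at the cut was unpaired, the nearest paired base within 5 nt was used. The duplex criteria were opposite arms, at most 4 mismatches, and at most 1 asymmetric bulge of at most 2 nt. The overhang of 2 nt was set by the cut and not tested. Stability was the z-score of the minimum free energy against 100 mononucleotide shuffles per precursor, with dinucleotide shuffles as an alternative and a limit of -2. Families were formed by greedy clustering at an identity of 0.9 over the shorter sequence with a shared word of 7 nt, since Cd-hit was not run here. Target sites of Table S3 were paired again with the deposited sequences and scored over the first 17 nt, with 1 for a mismatch and 0.5 for a G:U pair. Of 1844 sites without gaps, 1671 (90.6%) received the score that the paper gives.

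Length classes were compared with a two-sided permutation test of the difference of median log10 reads (100000 resamples) and with two-sided Fisher's exact tests of the first base, each over distinct mature sequences. Shares have 95% Wilson intervals and read numbers have 95% Poisson intervals, which cover counting error only. Calculations used Python 3.11.15, NumPy 2.4.6 and SciPy 1.17.1, and plots were drawn with Matplotlib 3.10.9. The procedures were tested on simulated data. The known star sequence was recovered for 200 of 200 hairpins, 129 of 129 pairs of related sequences were put in 1 family, and the permutation test called 1 of 100 comparisons without a difference and 100 of 100 with a difference of 1 log10 unit. Smaller differences were not simulated. The hairpins with a known star sequence had perfectly paired stems and a fixed loop. Related sequences had equal lengths and differed from their parent by at most 1 base. Mismatches and bulges in the stem and length differences within a family were not simulated, so the recovery on the real loci may be lower. The z-score was under the limit for 20 of 20 simulated hairpins and for 2 of 20 random sequences.

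The sequences named in the text follow a rule set before the data were examined. It takes every miRNA, family and transcript that the paper names, the 3 distinct sequences with the most reads and the first in alphabetical order of those with the fewest, and the largest family of each class. Any other sequence is marked as chosen after its values were seen. Tests between tissues and day lengths were not made, because read numbers of single libraries were not analysed here. The genomic origin of the precursors and a search of the transcripts were not analysed here either, since no genome, annotation or transcript set of the authors' build was used.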

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

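The tests of this part were chosen after the result was seen. The paper reports on miRNAs with at least 5 reads, and the deposited list also holds loci under that minimum. Of these, 12 loci with 9 distinct mature sequences had 4 reads, which is above a floor set at 3 reads. The floor is a setting and no test of whether a sequence is present. The remaining 53 loci under the minimum had 1 to 3 reads.

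Inverted repeats read on both strands are a candidate explanation for part of the loci under 5 reads. Among the 51 sequences under 5 reads, 7 (13.7%) had loci that overlapped on opposite strands, against 1 of 171 sequences (0.585%) with at least 5 reads (Fisher's exact test, p = 1.59e-04). Most of the 51 sequences had no such overlap, so this leaves them open. That all of the 51 sequences were unrelated to known miRNAs is argued against by 2 of them, which lay within 3 mismatches or overhanging bases of a conserved sequence. Both were 1 difference away from miR395, namely CTGAAGTGTTTGGGGGAACT (PotatoMir1003902286, 3 reads at 1 locus) and TTGAAGTGTTTGGGGGAACTC (PotatoMir1005868687, 4 reads at 2 loci), and both were chosen after their values were seen. Since the list gives no values for single tissues, no biological explanation was tested.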

How the results depend on the processing

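The alternatives below were chosen beforehand, except the minimum of 5 reads, which was added after seeing the data although the study's methods state it. Over 24 results, 51 of 70 alternative values stayed within 1.5 times the main count, within the interval of the main share or on the same side of 0.05, 17 moved further (for a minimum free energy, by any amount) and 2 tests were no longer past 0.05. No direction was reversed in a tested comparison.

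With at least 10 reads, the number of distinct mature sequences fell from 222 to 140, that of 24 nt loci from 159 to 90 and that of 24 nt star sequences from 117 to 61. These changes follow from the loci that the minimum removes. With at least 5 reads the lowest read number was 5 in place of 1, by construction, and the other results under that minimum stayed within the limits given above. Counted once per distinct mature sequence, the 100 loci of 21 nt became 59, and counted once per family they became 53, whereas the 24 nt numbers of 121 and 115 stayed within 1.5 times 159. Weighted by reads, 24 nt sequences had 0.632% and 21 nt sequences had 93.8% of the reads of the list. The sum of the reads of the conserved families over loci was 2476462 in place of 927734, because sequences with several loci are counted several times.

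The share of loci that met all 3 duplex criteria was 82.1% in the main setting, 84.6% with folds at 20 °C and 53.7% with G:U pairs counted as mismatches. The overhang of the first criterion was not tested in any of these settings. Of the 25 listed target sites of the named miRNAs, all had a score of at most 2 over the first 17 nt, which is fixed by the paper's selection of these sites at that limit. Over the first 20 nt 13 did so, and scoring more bases can only lower the number. Sites listed with fewer than 20 nt were scored over their listed bases only, and those of 17 nt could not change. The number therefore depends on the listed length of each site. At 20 °C the minimum free energies of PotatoMir1005047020, PotatoMir1005564753 and PotatoMir1005907528 were -43.88, -50.13 and -36.92 kcal/mol, and their ensemble free energies at 37 °C were -32.68, -37.38 and -27.33 kcal/mol.

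Among sequences without a homologue name, the difference of the median log10 reads between 24 nt and 21 nt sequences was -0.30 (permutation test, p = 0.1765) in place of -0.78, and the log2 odds ratio of a first base of U was -1.25 (Fisher's exact test, p = 0.06637) in place of -2.04. These sets hold fewer 21 nt sequences, 29 in place of 59, and they keep every sequence under 5 reads. None of those is in the paper's tables, so the sets are partly defined by read number, which the first test compares. The cause was not tested. The higher share of a first base of A at 24 nt kept its direction and stayed past 0.05 with 1 sequence per family, without named sequences and with at least 5 reads (log2 odds ratios of 2.12 to 2.94, Fisher's exact test, p from 5.75e-08 to 0.001251). With at least 10 reads the odds ratio was 10.8 (Fisher's exact test, p = 2.10e-08). The number of families was between 196 and 214, and the largest potato specific family had 8 loci, under the 3 other clustering rules. The share of families without a homologue name that had 1 locus was between 77.3 and 82.0% under the same rules. The share of precursors more stable than their shuffles was 93.5% with dinucleotide shuffles and 94.8% at 20 °C.

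No paired analysis was possible because the deposited list gives read numbers pooled over all libraries, so no value carries a replicate number. For the same reason the comparisons between tissues and day lengths, with DESeq2, without a filter, with the replicate number as a block or with a replicate left out, were not run. The alternatives for the share of intergenic precursors, the target search with a score of up to 3 and the alternatives for the share of loci with star reads were not run either, because the genome, the transcripts and the reads were not used here. The depth limits the sequences with few reads most. A read number of 10 has a 95% Poisson interval of 4.80 to 18.4 reads, so sequences near either minimum could fall on its other side by counting error alone, and the number of loci moved from 324 to 259 and 217 with the 2 minimums.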

Differences from the paper's values

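The paper gives 8 as the lowest read number of a predicted miRNA, and the lowest in the deposited list was 1. With at least 5 reads, a set that was chosen after seeing the values although the study's methods state it, the lowest was 5. The lowest read number in the copy of the paper's Table S1 was also 5. The minimum of 10 reads, which was set before the data were examined, fixes the lowest read number in advance and is no test of this value, and the other alternatives set before the data were examined do not apply to it.

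For the conserved families, the paper gives 72 reads, for miR827, as the smallest read number. In the deposited list miR827 also had 72 reads, but the smallest number was 7, for miR6149, and 6 families had fewer reads than miR827. Summed over loci, as an alternative set before the data were examined, and with at least 5 reads, the smallest number was also 7. The sum over loci left 4 families with fewer reads than miR827, because miR399 rose to 224 and miR395 to 180.

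The paper gives a minimum free energy of -27.00 at the upper end of its range for the 3 examined precursors, and -26.50 kcal/mol was found for PotatoMir1005907528 with RNAfold. At 20 °C the value was -36.92 kcal/mol and the ensemble free energy was -27.33 kcal/mol, so none of the alternatives set before the data were examined gave the paper's value. The paper's legend names Mfold. At the lower end of the range, PotatoMir1005564753 had the paper's value of -35.80 kcal/mol. For PotatoMir1005047020, about -31 in Fig. 6A, read by eye, stands beside -30.70 kcal/mol.

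Other numbers were within 1.5 times of the paper's in the main setting. The paper gives 259 predicted miRNAs, 159 families and 120 potato specific families, and the whole list gave 324, 206 and 167. The 167 are families without a homologue name, which sequences under 5 reads lack by construction. With at least 5 reads, chosen after seeing the values, the numbers were 259, 158 and 119. For the lengths, about 120 loci of 24 nt and about 90 of 21 nt in Fig. 5, read by eye, stand beside 159 and 100 in the whole list, and 119 and 90 with at least 5 reads. About 85 star sequences of 24 nt and about 85 of 21 nt in Fig. 5, read by eye, stand beside 117 and 96 in the whole list, and 84 and 85 with at least 5 reads, where the order of these lengths depends on 1 locus. Counting each distinct mature sequence once gave 121 of 24 nt but 59 of 21 nt, and counting each family once gave 115 and 53.

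Among the conserved families, the paper names miR319, miR396 and miR166 as those of high abundance. In the deposited list miR482 with 39704 reads and miR162 with 19366 reads also had more reads than miR396 with 16205.

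The paper states that the predicted miRNAs were filtered with 3 duplex criteria. In the folds of the deposited precursors 82.1% of the loci met all of them, 81.5% with at least 5 reads, 84.6% at 20 °C and 53.7% with G:U pairs counted as mismatches. The overhang that the first criterion asks for was not tested, because the star sequences were cut to leave it. The paper describes folds of excised genomic windows, which were not used here, and its text does not state how G:U pairs were counted. For PotatoMir1005907528 the paper's text names Galactose oxidase, F-box proteins and a transcript of unknown function as targets. The stricter sheet of its Table S3 also lists 4 transcripts of a conserved gene of unknown function and 1 of a protein kinase.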

Other observations

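The tests on first bases and the chance test for the miR399 pairing were set before their results were seen. The other tests of this part were chosen afterwards.

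The largest potato specific family, PotatoMir1004453921, may be the opposite strand of miR399 hairpins that the prediction lists as a family of its own. In the folds, 7 of its 8 loci had an opposite strand within 3 mismatches or overhanging bases of a miR399 sequence, and the eighth had 4. In the other direction, all 7 miR399 loci had an opposite strand within 3 differences of PotatoMir1004453921, and 5 were identical to it. Chance similarity is argued against, because 0 of 10000 shuffles of the most frequent opposite strand came that close to any conserved sequence. None of the 166 other families without a homologue name had such an opposite strand. Both sequences had few reads, 22 for PotatoMir1004453921 and 36 for PotatoMir1003753189, the miR399 sequence that lies among its loci on 1 superscaffold. Which of the strands is the functional miRNA was not tested.

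Sequences of 24 nt started with A more often than those of 21 nt. Related sequences counted more than once are argued against, since the difference stayed with 1 sequence per family (Fisher's exact test, p = 5.75e-08). Sequences with few reads are argued against in the same way, since 72.5% of 69 and 19.6% of 46 sequences with at least 10 reads started with A (Fisher's exact test, p = 2.10e-08). The overall base composition of the 24 nt sequences would give a first base of A in 32.0% of them. Shuffles of the bases inside each sequence gave at most 59 of 121, against 81 observed (one-sided permutation test, p = 1e-04, the smallest value that 10000 shuffles can give). The strands opposite the 24 nt sequences started with A in 29 of 141 distinct sequences (20.6%), which differed from the 24 nt sequences themselves (Fisher's exact test, p = 1.95e-14). These strands are partners of the same 24 nt sequences, and a sequence at several loci can have several partners. The test ignored this pairing, so its p does not rest on independent sequences. With these shares, a preference for the strand with a 5′ A is a candidate explanation. The step at which it acts, in the plant or in the library preparation, was not tested. The list gives no values for single tissues, so no biological explanation was tested.

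A single miR166 sequence, PotatoMir1005257311, had 77.7% of the reads of the list. That this comes from 1 tissue group is argued against by the paper's Table S1, where its share of the reads used here was 78.6% in LD leaf, 77.3% in SD leaf, 73.6% in SD stolon and 83.0% in SD swollen stolon. Preferential ligation or amplification of this sequence stays open. The sequence nearest to it, which differs at 1 base, had 66492 reads, which argues neither way, because its own abundance is not known independently.

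PotatoMir1005047020, which the paper lists without a match in other species, had 13 or 14 identical bases with each of the 4 miR482 sequences, all of 22 nt. The mean over the family was 13.25 bases, the highest for any conserved family. Over 1000 shuffles of its bases the p of a mean as high for any family was 0.00999 (permutation test), and the highest mean in a shuffle was 15. The test was run only for this sequence, after the resemblance had been noticed, and the p is not adjusted for the sequences that were not tested. A relation to miR482 therefore cannot be told apart from chance similarity here.

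Of the 19 precursors that were not more than 2 standard deviations below their shuffles, 7 were all the loci of PotatoMir1005536707 (22 nt, 462 reads), a sequence chosen after its values were seen. Its precursors were 48 nt long on 7 superscaffolds, with z-scores from -0.90 to -0.02 and minimum free energies from -13.70 to -11.10 kcal/mol, and 0 of 7 met the duplex criteria. Its loci account for most of the difference between 22 nt and 21 nt loci, with 17 of 25 against 99 of 100 below that limit (Fisher's exact test, p = 7.21e-06). Without it, 17 of the 18 other loci of 22 nt were below the limit. With 1 count per distinct sequence, 16 of 18 and 58 of 59 sequences were below the limit (Fisher's exact test, p = 0.1346), so the difference may come from the loci of 1 sequence being counted more than once. Short precursors as the reason cannot be told apart from a property of this sequence, because 76.9% of the 13 other precursors of at most 50 nt were under the limit, with a 95% Wilson interval of 49.7 to 91.8%. The paper's Table S1 gives star reads for 6 of the 7 loci.

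In the paper's Table S1, PotatoMir1005931793 (miR319) has 151 reads in LD leaf, 428 in SD leaf, 21096 in SD stolon and 7268 in SD swollen stolon. This is 0.125, 0.218, 6.04 and 2.86% of the reads of these tissues in the 252 of 259 loci used here. The values are the paper's, each pooled over 3 libraries, so the difference between leaf and stolon has no replicate check. The 4 numbers of a sequence sum to less than its deposited read number in 36 of 166 sequences. The fewest reads of such a sequence were 108, and the most reads of a sequence without a shortfall were 631.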
